A study of Mus musculus with 4 samples. Its data were reported in "Ezh2 is essential for the generation of functional yolk sac derived erythro-myeloid progenitors" (2021).

How the data were processed

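H3K27me3, the trimethylation that the Polycomb enzyme Ezh2 places on lysine 27 of histone H3, was measured by CUT&RUN in mouse erythro-myeloid progenitors (EMPs) from the yolk sac at embryonic day 10.5. The genotype label gives the words wild type beside a floxed Ezh2 and a Tie2-Cre notation, and the cells were read as wild type, as in the study. In CUT&RUN an antibody guides a nuclease to its target in permeabilised cells, and the DNA fragments released around the target are sequenced. The series held 4 CUT&RUN libraries. An H3K27me3 library and an IgG library, in which a non-specific antibody measures background, were made from 500 EMPs, and the same pair was made from 15000 EMPs. Each of the 4 groups thus had 1 library, and groups were taken from the sample labels alone.

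Per the labels, libraries were amplified with 17 PCR cycles for 500 EMPs and 16 cycles for 15000 EMPs, and were sequenced as paired-end reads of 76 bp and 59 bp on different instruments. Cell number was therefore confounded with the instrument, the read length and the amplification. The authors aligned reads to the mouse genome build mm10 with Bowtie2 version 2.2.1 and called broad peaks with MACS2 version 2.1.2 for each H3K27me3 library separately. They used a p-value threshold of 0.01 for 500 EMPs and a more lenient threshold of 0.05 for 15000 EMPs. The authors' listing of the peak-calling commands names the library of the other cell number under each of these thresholds. Whether this is a typing error is not known, and the deposited lists were taken as labelled. MACS2 in broad mode joins enriched stretches that lie close together, so the number of peaks depends on both the signal and the joining. The authors annotated peaks with ChIPpeakAnno version 3.20.1.

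The deposited files gave, for each H3K27me3 library, the chromosome, start and end of every peak, and a table that paired each peak with 1 or more genes, a location category and a distance in bp. The files carried no score, p-value, fold enrichment or read count per peak, so a peak counted as present or absent, and the depth of each library was unknown from the files. A difference in the number of aligned reads between the libraries was therefore not corrected for, and it bears on every comparison between the cell numbers. The peak height that usually ranks peaks was unknown as well. Peaks of the IgG libraries were not used here, and these libraries entered only as the background that the authors gave to the peak caller.

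Coordinates are given 1-based on mm10, which is the GRCm38 assembly. The chromosome lengths of the reference genome used here fitted the files: 0 peaks of either library ran past a chromosome end. Starts in the annotated tables lay 1 bp above the 0-based starts of the peak lists, as a 1-based start does, whereas the ends also lay 1 bp above those of the lists, and the ends of the lists were used. Gene positions were taken from GENCODE vM21 on the same assembly. A gene identifier found in that annotation was present in 97.4% of the annotated rows for 500 EMPs and 97.7% for 15000 EMPs.

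Peaks were compared by overlap of at least 1 bp. The share of overlapping peaks was given with a 95% Wilson interval, which covers counting error only and treats neighbouring peaks as independent. Beside it stood the share reached when the query peaks, with their widths kept, were placed at random on their own chromosomes in 1000 draws. The smallest p-value that these draws can give is 0.001, and it describes the positions of peaks in these 2 libraries. With 1 library per group no test between cell numbers was possible, no spread between replicates could be given, and no statement about EMPs in general follows from a difference between the libraries.

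Genes were taken from the authors' annotated tables where the distance was at most 3 kb. The study gives this limit as a distance from the transcription start site (TSS), which is not what the distance column of the tables holds for every peak. Rows without a gene symbol were left out of gene counts. Gene lists were written down from general knowledge: Hox genes, Wnt ligands, Frizzled receptors, intracellular and receptor components of the Wnt pathway, Wnt feedback targets and secreted antagonists, endothelial genes, hematopoietic genes, housekeeping genes, and families of developmental transcription factors. A further list held 12 genes that the study's results name for chromatin accessibility or Wnt ligand secretion. Other genes that the study names, such as Gfi1 in its discussion, were not put in this list. The share of each list with a peak was given with a 95% Wilson interval and with its percentile among 10000 random lists of equal size drawn from 21911 protein-coding genes. A percentile describes these libraries and is not a p-value. All 25 symbols of the Wnt feedback list were matched, including Wisp1 and Wisp2, which GENCODE names Ccn4 and Ccn5 and which were matched only after the data had been seen.

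The lists, the comparisons, the distance limit, the gene names to be given and most alternatives were fixed before the data were examined. The alternatives were other minimum overlaps, joining of peaks within 1 kb or 3 kb of each other, distance limits of 1 kb and 5 kb or none, random lists matched on gene length in 10 classes, and assignment by GENCODE gene starts. Alternatives added after the data had been seen were overlap on autosomes only, overlap without peaks of the shortest width, random placement at gene starts, and gene lists built on the distance to the GENCODE TSS. The text names the 12 genes listed from the study's results, the 5 widest peaks of the 15000-EMP list, the 5 widest 500-EMP peaks without a 15000-EMP counterpart, and members of a list where 5 or fewer had or lacked a peak. Items outside this rule are stated as such.

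Intervals were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The overlap functions were tested on simulated data. On 3884 simulated peaks, 6 checks against bedtools 2.31.1 found 0 differences, and a share of 62.3% was found where 62.8% had been planted.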

Results

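To infer which genes may be targets of Ezh2, the study profiled H3K27me3 in wild-type E10.5 EMPs of the yolk sac. EMPs are the erythro-myeloid progenitors that emerge from hemogenic endothelium. Only wild-type cells were profiled, so whether a peak depends on Ezh2 was not measured. Libraries were made from 2 amounts of material, 500 and 15000 EMPs. There was 1 H3K27me3 library for each cell number and 1 IgG library beside each, hence no replicates. All differences below are therefore differences between 2 libraries without a replicate check. The files held peak positions without read counts. The study's reporting summary gives a lower sequencing depth and a lower alignment rate for 500 EMPs than for 15000 EMPs. No difference between the libraries was separated from this difference in the number of aligned reads. The 500-EMP list was called at a p-value threshold of 0.01 and the 15000-EMP list at 0.05, so the 2 lists also differed in stringency. The lists are named here as the labels name them.

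The peak lists were first compared for number and width. The 500-EMP library had 10223 peaks and the 15000-EMP library had 15282 peaks, a ratio of 1.49. Peaks covered 5.95 Mb of the genome in the 500-EMP library and 24.0 Mb in the 15000-EMP library, a ratio of 4.03. The median peak width was 363 bp with 500 EMPs (interquartile range 180 to 687 bp) and 770 bp with 15000 EMPs (interquartile range 358 to 1979 bp). Peaks wider than 5 kb numbered 30 with 500 EMPs and 875 with 15000 EMPs. Conversely, 1759 peaks of the 500-EMP list (17.2%) had the smallest width in that list, 137 bp, whereas 388 peaks of the 15000-EMP list (2.54%) had the smallest width there, 171 bp. Joining peaks within 3 kb of each other moved these numbers most and left 3971 peaks for 500 EMPs and 6706 peaks for 15000 EMPs.

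The next question was whether the low-input library found the same regions. Of the 10223 peaks of the 500-EMP list, 9327 overlapped a 15000-EMP peak by at least 1 bp, a share of 91.2% (95% Wilson interval 90.7 to 91.8%). Random placement of the same peaks on the same chromosomes gave a mean share of 1.31% and at most 1.64% in 1000 draws (permutation p = 0.001, one-sided, the smallest that the draws can give). The choice that moved the share most was the minimum overlap, since only 3.76% of the 500-EMP peaks shared at least 50% of both peaks with a 15000-EMP peak. In base pairs, 5.53 Mb were covered in both libraries, which was 93.0% of the length covered with 500 EMPs and 23.1% of the length covered with 15000 EMPs.

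In the reverse direction, 4915 of the 15282 peaks of the 15000-EMP list overlapped a 500-EMP peak, a share of 32.2% (95% Wilson interval 31.4 to 32.9%). The random mean was 0.674% and the random maximum 0.916% (permutation p = 0.001, one-sided). Recovery depended on peak width. When the 15000-EMP list was divided into 4 classes of equal number by width, the narrowest class, 171 to 358 bp, had the lowest share. In it, 4.55% overlapped a 500-EMP peak (95% interval 3.94 to 5.26%), against 0.366% after random placement. The shares in the next classes were 9.76% and 33.0%. In the widest class, 1979 to 33527 bp, 81.3% of peaks overlapped a 500-EMP peak (95% interval 80.02 to 82.5%), against 1.18% after random placement. Wide peaks offer more room for an overlap, but the random share rose far less from class to class than the observed share.

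**Figure D1:**
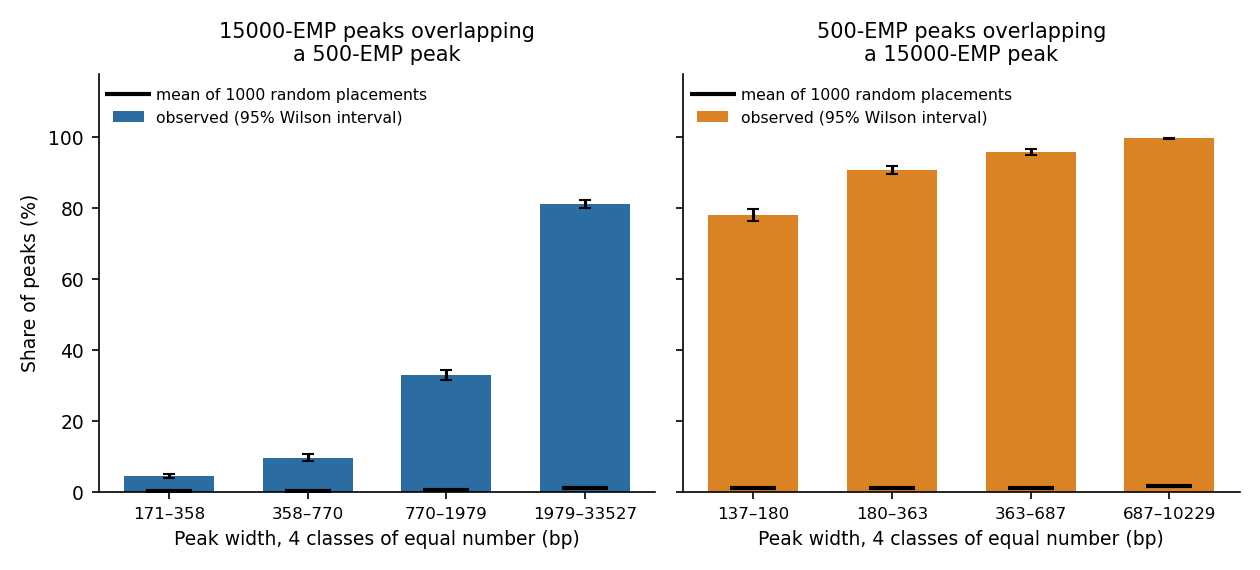
Share of peaks (%, bars with 95% Wilson intervals) of one list that overlapped a peak of the other, by 4 classes of peak width in bp, with the mean of 1000 random placements as a black line. Recovery of 15000-EMP peaks rose from 4.55% in the narrowest class to 81.3% in the widest, and the share of 500-EMP peaks with a counterpart rose from 78.2% to 99.8%.

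Wide domains were often called in pieces with 500 EMPs. Among the 4915 overlapped peaks of the 15000-EMP list, 2146 contained at least 2 peaks of the 500-EMP list, a share of 43.7% (95% Wilson interval 42.3 to 45.1%). After peaks within 3 kb had been joined in both lists, this share was 10.9%. Of the 875 peaks wider than 5 kb in the 15000-EMP list, 866 were overlapped, with a median of 4 pieces each. The widest peak of the 15000-EMP list was also the one with the most pieces. It spanned 33527 bp on chromosome 1 from 78186959 to 78220485. It covered the start of Pax3 and some coding sequence, but only part of the gene. It held 19 peaks of the 500-EMP list that together covered 16959 bp.

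**Figure D2:**
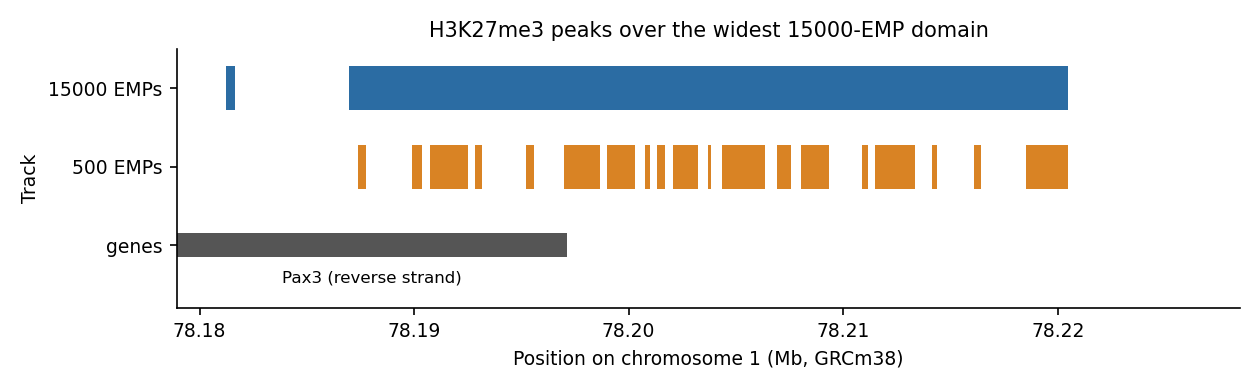
Peaks of both H3K27me3 libraries (boxes) and the Pax3 gene along chromosome 1, with the position in Mb on GRCm38 on the horizontal axis. A single peak of 33527 bp with 15000 EMPs corresponded to 19 peaks with 500 EMPs.

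The other 4 of the 5 widest peaks of the 15000-EMP list also lay over developmental transcription factor genes. A peak of 29727 bp on chromosome 11, from 96174326 to 96204052, spanned Hoxb13 entirely and held 12 peaks of the 500-EMP list. On chromosome 6, a peak of 28011 bp from 6855817 to 6883827 spanned Dlx5 and Dlx6 and held 16 peaks. Also on chromosome 6, a peak of 27239 bp from 52194284 to 52221522 covered the genes Hoxa5 and Hoxa6 with parts of Hoxa3 and Hoxa7, and held 11 peaks. The last, 25424 bp on chromosome 10 from 50888739 to 50914162, covered the start of Sim1 and held 12 peaks.

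Peaks of the 500-EMP list without a 15000-EMP counterpart numbered 896 and were narrow. The 5 widest of them measured between 686 and 879 bp. The widest lay in an intron of Zfp507 on chromosome 7, from 35797255 to 35798133. The others lay across the start of Cpa5 on chromosome 6 (30610339 to 30611116), in an intron of Igsf21 on chromosome 4 (140101459 to 140102192), between genes on chromosome X (94913138 to 94913829), and at the 3′ end of Scarf2 on chromosome 16 (17808106 to 17808791).

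Peaks were then placed relative to genes. In the authors' annotation, 353 peaks with 500 EMPs (3.45%, 95% Wilson interval 3.12 to 3.82%) and 1958 peaks with 15000 EMPs (12.8%, 95% interval 12.3 to 13.4%) lay across a gene start. Peaks inside a gene made up 42.3% of the 500-EMP list and 35.3% of the 15000-EMP list. Upstream peaks made up 39.8% and 36.6%, and downstream peaks 12.9% and 13.6%. With GENCODE gene starts, 43.9% of the 500-EMP peaks and 41.1% of the 15000-EMP peaks lay within 3 kb of a protein-coding gene start, so the libraries differed less in nearness to a start than in covering it. Across the 2177 protein-coding genes with a 500-EMP peak within 3 kb, a 200-bp window centred on the start was covered to 14.3% on average, and coverage peaked at 28.9% at 1300 bp downstream. Across the 3726 such genes with 15000 EMPs, coverage was 51.2% at the start and peaked at 68.5% at 1100 bp downstream.

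**Figure D3:**
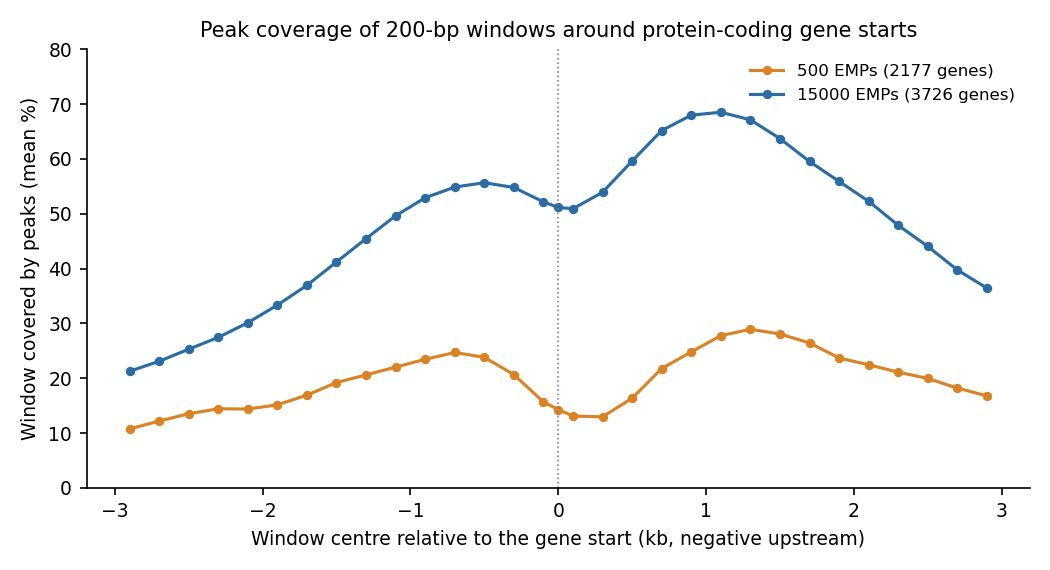
Mean share (%) of 200-bp windows covered by peaks, against the distance of the window from protein-coding gene starts in kb, for genes with a peak within 3 kb in the 500-EMP library (2177 genes) or the 15000-EMP library (3726 genes). Coverage at the start was 14.3% with 500 EMPs and 51.2% with 15000 EMPs, below the highest values on both sides in each library.

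To define potential targets, genes with a peak within 3 kb in the authors' distance column were collected. With 500 EMPs, 5352 peaks (52.4% of the list) named 2419 genes. With 15000 EMPs, 7093 peaks (46.4%) named 4128 genes. A total of 2377 genes were found in both libraries. They made up 98.3% of the 500-EMP genes (95% Wilson interval 97.7 to 98.7%) and 57.6% of the 15000-EMP genes (95% interval 56.1 to 59.1%). Only 42 genes were found with 500 EMPs alone, and 12 of these were in the 15000-EMP table at a distance beyond 3 kb, whereas 1751 genes were found with 15000 EMPs alone. The reverse share was lower, at 49.2%, when the limit was set to 1 kb. The distance column measured to the nearer end of a gene for most peaks inside a gene and to the 3′ end for peaks downstream of it. Rows within 3 kb whose gene was found in GENCODE numbered 5514 with 500 EMPs and 7484 with 15000 EMPs. Of these, 11.6% and 8.56% had their TSS in GENCODE more than 3 kb away. Of these 637 rows with 500 EMPs, 261 were peaks inside a gene and 278 were downstream of one, and of the 641 rows with 15000 EMPs, 287 and 212. With the distance to the GENCODE TSS in its place, 2313 and 3940 genes were found.

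Because the study asked which programmes are repressed by Ezh2, the share of genes with a peak was measured in gene lists, and was set beside the share among all 21911 protein-coding genes, which was 9.79% with 500 EMPs and 16.8% with 15000 EMPs. Of the 39 Hox genes, 38 had a peak within 3 kb with 500 EMPs (97.4%, 95% Wilson interval 86.8 to 99.5%) and 39 with 15000 EMPs, the exception being Hoxb3. All 19 Wnt ligand genes had a peak in both libraries by the authors' distance. For Wnt8a and Wnt8b this peak lay at or near the 3′ end of the gene, so that 17 of 19 (89.5%) had a peak within 3 kb of the GENCODE TSS in each library. Among 60 developmental transcription factor genes of the Pax, Lhx, Tbx, Nkx, Irx, Foxd and related families, 54 (90%) and 56 (93.3%) had a peak, and the 4 without a peak in either library were Tbx6, Tbx10, Tbx19 and Tbx22. Each of these 3 lists lay at the 100th percentile of 10000 random lists in both libraries.

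Endothelial genes carried peaks more often than protein-coding genes at large. Of 40 endothelial genes, 15 had a peak with 500 EMPs (37.5%, 95% Wilson interval 24.2 to 53.0%) and 24 with 15000 EMPs (60%, 95% interval 44.6 to 73.7%), both at the 100th percentile. The 16 without a peak with 15000 EMPs, named in part outside the naming rule, included Cdh5, Pecam1, Tek, Tie1, Eng and Vwf. These genes had no 500-EMP peak either, so the share does not hold for all endothelial genes alike. Random lists were not matched on expression or promoter sequence. Hematopoietic genes did not carry peaks more often than protein-coding genes at large. Of 36 hematopoietic genes, only Gfi1 had a peak with 500 EMPs (2.78%, 95% interval 0.492 to 14.2%), at percentile 7.24. With 15000 EMPs the genes were Gfi1, Gata2, Cebpa and Epor (11.1%, 95% interval 4.41 to 25.3%), at percentile 19.1. The intervals of the endothelial and hematopoietic shares did not overlap in either library. Housekeeping genes had 1 of 22 with a peak with 500 EMPs, Hnrnpa1 (4.55%, percentile 22.9), and 0 of 22 with 15000 EMPs (95% interval 0 to 14.9%, percentile 0.84). The peak at Hnrnpa1 lay 5115 bp from the GENCODE TSS and entered through the 3′ end of the gene.

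Since the study followed the Wnt pathway, its components were counted separately. Of 10 Frizzled receptor genes, Fzd1, Fzd2, Fzd3 and Fzd10 had a peak in both libraries (40%, percentile 99.3, with 500 EMPs), Fzd6 and Fzd9 with 15000 EMPs alone (60%, percentile 99.9), and Fzd4, Fzd5, Fzd7 and Fzd8 in neither. With a limit of 1 kb, 2 of the 10 had a peak with 500 EMPs (20%, percentile 89.9). Of 25 Wnt feedback targets and secreted antagonists, 12 had a peak with 500 EMPs (48.0%, 95% Wilson interval 30.0 to 66.5%) and 20 with 15000 EMPs (80%, 95% interval 60.9 to 91.1%), both at the 100th percentile. The 5 without a peak in either library were Dkk4, Rnf43, Znrf3, Ccn4 and Ccn5. By contrast, none of 22 intracellular and receptor components had a peak with 500 EMPs (95% interval 0 to 14.9%, percentile 5.14), and 2 of 22 did with 15000 EMPs (9.09%, 95% interval 2.53 to 27.8%, percentile 17.7), namely Porcn and Tcf7l2. With 15000 EMPs the percentile of the intracellular components did not lie in the outer 2.5% of random lists. With 500 EMPs the count of 0 was the lowest possible and still gave percentile 5.14. The lower 2.5% could thus not be reached there, and that percentile cannot decide whether peaks were depleted.

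**Figure D4:**
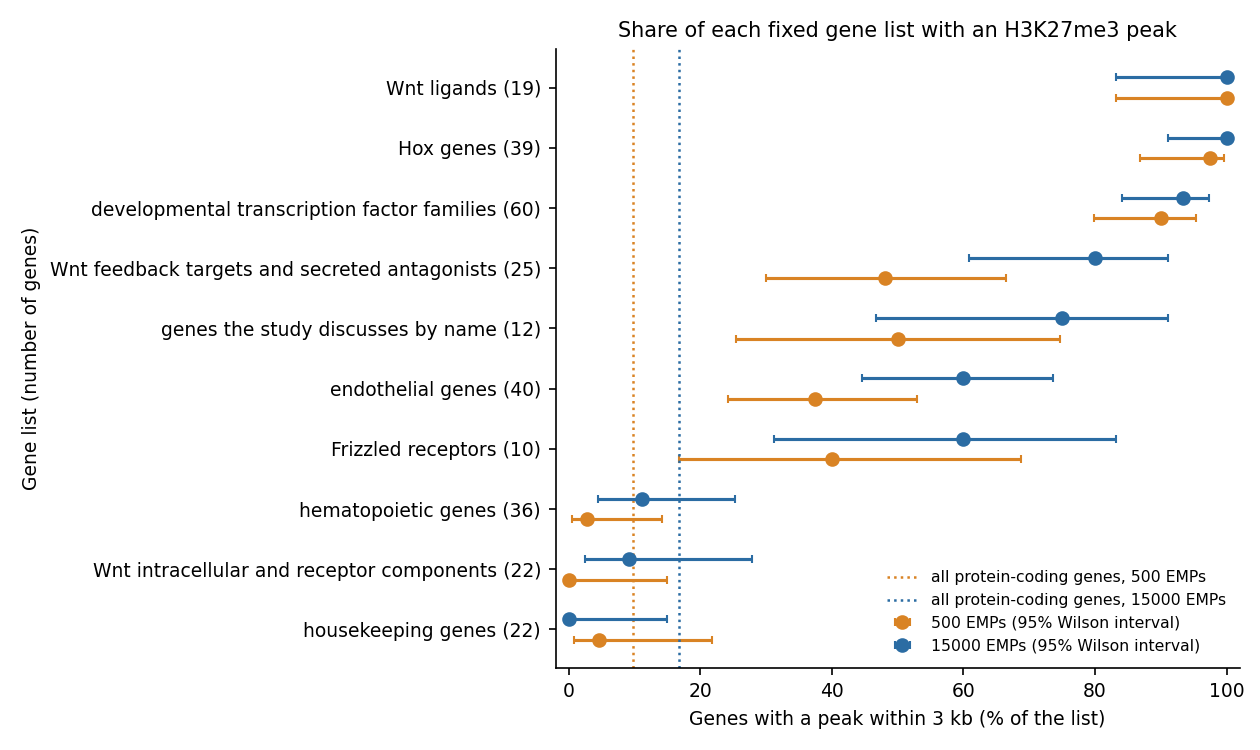
Share of each gene list (%, points with 95% Wilson intervals) with an H3K27me3 peak within 3 kb in each library, with the share among all protein-coding genes as dotted lines (9.79% with 500 EMPs, 16.8% with 15000 EMPs). Hox genes, Wnt ligands and developmental transcription factors lay at 90% or above in both libraries, while hematopoietic, intracellular Wnt and housekeeping genes lay below the dotted line of their library.

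A set of 12 genes that the study's results name for chromatin accessibility or Wnt ligand secretion was examined individually. Other genes that the study names were not in this set. Among those left out is Gfi1, named in its discussion, which had a peak in both libraries. With 500 EMPs, 6 of the 12 genes had a peak within 3 kb (Hoxb13, Igfbp2, Shisa3, Sulf2, Wnt4 and Wnt5b). With 15000 EMPs, Col5a1, Gnai1 and Porcn were added, so that 9 of 12 had a peak. The 12 genes were taken from the study's own results, so their share is not independent evidence. Runx1, Gfi1b and Itga2b had no peak in the gene or within 3 kb of its start in either library. The amount covered around the start differed between the libraries. In the window from 3 kb before to 3 kb after the start, peaks covered 4869 bp at Hoxb13 with 500 EMPs and all 6001 bp with 15000 EMPs. At Shisa3 the covered length was 1601 bp and 5354 bp, at Sulf2 1289 bp and 4999 bp, at Wnt4 1136 bp and 4432 bp, at Wnt5b 714 bp and 2713 bp, and at Igfbp2 507 bp and 4516 bp.

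Of the genes found with 15000 EMPs alone, Col5a1 on chromosome 2 had a peak of 4571 bp across its start (27884518 to 27889088). Gnai1 on chromosome 5 had a single peak of 802 bp (18358584 to 18359385) at 970 bp from its TSS. Porcn on chromosome X had peaks of 351 bp (8205969 to 8206319) and 936 bp (8207266 to 8208201) on either side of its TSS at 8206525. These peaks were called at the more lenient threshold of the 15000-EMP list, and their heights were unknown.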

Values the study reported

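The study reported 5,352 H3K27me3 peaks for 500 EMPs, which corresponded to 2,420 potential Ezh2 targets, when peaks within 3 kb of a TSS were kept. For 15,000 EMPs it reported 7,093 peaks and 4,129 potential targets. According to the study, nearly 99% of the targets found with 500 EMPs were also found with 15,000 EMPs.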

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

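Of the tests in this part, all tests of the scaffold peaks were chosen only after the result was seen. The peaks concerned lie outside the comparisons reported above, on sequences of the assembly that are not placed in a chromosome. There were 7 such peaks in the 500-EMP list and 13 in the 15000-EMP list, on 3 scaffolds in each, above the 3 that a count of 0 would allow. The annotated tables gave these peaks an infinite distance, so none entered the gene lists.

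Calls specific to 1 library, that is noise, were tested by position. Of the 7 peaks of the 500-EMP list, 6 overlapped a scaffold peak of the 15000-EMP list, which argues against noise as the source of most peaks of this list. Random placement of the 7 peaks on their own scaffolds gave 0.269 overlaps on average and at most 3 in 1000 draws. The peak without a counterpart had the smallest width of its list, 137 bp. In the reverse direction, only 6 of the 13 peaks of the 15000-EMP list had a counterpart (46.2%, 95% Wilson interval 23.2 to 70.9%). Whether the other 53.8% were noise or were missed with 500 EMPs cannot be told apart, because there was no second library of 15000 EMPs. Another candidate explanation is sequence present in more copies in the cells than in the assembly, which would raise the signal on these scaffolds. With 7 and 13 peaks and no read counts this cannot be told apart from H3K27me3, because the same excess would have to be sought in the IgG reads, which were not used here. No biological explanation was tested, since the design gives no group in which the scaffolds would differ.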

How the results depend on the processing

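Of the alternatives, those limited to autosomes, those without the shortest peaks, random placement at gene starts and those using the GENCODE TSS were chosen only after the data had been seen. In all, 55 values were recomputed, giving 269 alternative values, and the 4 shares by width class had no alternative that could be run. Shares and medians were held to the 95% interval of the main value, which 100 alternatives kept and 18 left. Numbers and covered lengths were held to a ratio of 1.5, which 11 of 16 kept. Percentiles were held to their side of the outer 2.5% of random lists, which 119 of 120 kept. This rule counts any move between these bounds as kept. Without a distance limit, the hematopoietic percentile rose from 7.24 to 43.0 with 500 EMPs and from 19.1 to 58.8 with 15000 EMPs. With a limit of 1 kb it fell to 2.98 and 4.7. The intracellular Wnt percentile with 15000 EMPs rose from 17.7 to 88.5 without a limit and fell to 8.29 at 1 kb. The overlap shares were held only to lying above random placement (permutation p = 0.001 in each of 15 alternatives), which says nothing about their size, and this size moved far. Neither share of overlapping peaks fell to the random level under any alternative run. The share of 500-EMP peaks with a counterpart ranged from 3.76% (at least 50% of both peaks) to 95.9% (within 1 kb), with 87.3% for at least 50% of the query peak, 88.5% and 87.5% after joining within 1 kb and 3 kb, 92.1% on autosomes and 94.8% without the shortest peaks. The reverse share ranged from 2.51% to 45.6%. Placing peaks at the starts of random genes raised the random mean from 1.31% to 6.18%, and in the reverse direction from 0.674% to 3.08%.

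Joining peaks within 1 kb left 6149 peaks with a median width of 473 bp for 500 EMPs, and 8343 peaks with a median of 1948 bp for 15000 EMPs. Joining within 3 kb left 3971 peaks with a median of 1070 bp that spanned 11754130 bp, and 6706 peaks with a median of 2776.5 bp. The share of overlapped 15000-EMP peaks with at least 2 pieces was 38.9% and 10.9%. These changes follow from the joining itself, which removes the gaps between pieces.

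With a limit of 1 kb, 49.2% of the 15000-EMP genes were found with 500 EMPs, the cause not being tested. At this limit 0% of the hematopoietic list had a 500-EMP peak, because the nearest one at Gfi1 lay at 1053 bp. With 5 kb or no limit, 100% of the Hox genes had a 500-EMP peak. Without a limit, 95.5% of the 500-EMP genes were found with 15000 EMPs, and 31.8% of the intracellular Wnt components had a 15000-EMP peak, as the tables then also list genes with distant peaks. With 15000 EMPs, this share and the hematopoietic share of 22.2% then lay above the 20.9% of all protein-coding genes. With 500 EMPs the intracellular share was then 13.6% and the hematopoietic share 11.1%, against 12.5%. With the GENCODE TSS of the annotated gene, or with any peak within 3 kb of it, 0% of the housekeeping genes had a 500-EMP peak, because the peak at Hnrnpa1 lay near the other end of the gene. The share of peaks across any GENCODE gene start was 4.68% and 15.3%, and across a protein-coding start 2.95% and 11.98%. The cause of these differences from the authors' categories was not tested. The percentile that changed sides was that of the Frizzled receptors with 500 EMPs, which fell from 99.3 to 89.9 with a limit of 1 kb, where 2 of 10 genes had a peak, the cause not being tested. Matching random lists on gene length changed the side of none of the 10 lists in either library. With the GENCODE TSS, 89.5% of the Wnt ligands had a peak in each library, since Wnt8a and Wnt8b entered through their 3′ ends.

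A stricter threshold common to both lists, a 15000-EMP list held to 0.01, and classes of 15000-EMP peaks by score were planned and not run, because the files give no p-value or score per peak. How far the lenient threshold accounts for the additional peaks with 15000 EMPs is therefore open. No paired analysis was possible because each group had 1 library, and for the same reason leaving out a library was not possible.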

Other observations

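The tests of the even background and of detection in the 15000-EMP library on chromosome X, of the distance column, and of GC content inside 15000-EMP peaks were chosen only after the result was seen. The criteria by which the sliding of peaks at gene starts and the number of unshared peaks per Mb were judged were also set after their values were seen. All patterns here were found in the same 2 libraries on which they were tested and are hypotheses.

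Chromosome X stood apart among the peaks found with 500 EMPs alone. On X, 107 of 221 peaks of the 500-EMP list (48.4%, 95% Wilson interval 41.9 to 54.98%) had no counterpart, while the share ranged from 5.88 to 11.3% over the 19 autosomes. Of the 42 genes found with 500 EMPs alone, 10 were on X (23.8%), against 37 of the 2377 shared genes (1.56%). Narrow peaks explained part of the excess and not all of it. Peaks of the shortest width were more frequent on X (38.9%, against 12.4 to 20.5% on autosomes), yet among wider peaks 35.6% on X had no counterpart (95% interval 27.98 to 43.9%), above the highest autosome at 7.23%. Autosomal peaks of like GC content gave an expected share of 9.89%, those of like repeat content 9.16%, and those of like width 12.7%, so none of these accounted for the excess. Peaks are sparse on X, so that an even background of unshared calls would weigh more there. The number of unshared peaks per Mb was, however, 0.626 on X (95% Poisson interval 0.513 to 0.756) against 0.320 on the autosomes together, and chromosome 16, the autosome with the sparsest peaks, had 0.183 per Mb and a share of 10.4%. The interval on X reached the 0.590 per Mb of chromosome 11.

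Other explanations for X remained open. Had only the 15000-EMP library detected X poorly, its peaks on X would be strong ones and well recovered. Recovery on X was 20% (95% interval 15.9 to 24.8%), which was -3.35 percentage points relative to the 23.4% expected from autosomal peaks of like width, so the interval did not decide. A different share of female cells in the 2 libraries may also play a part, because the inactive X carries H3K27me3. The unshared X peaks were within 50 kb of another in 33.6% of cases, against 6.07% on average after random placement. Random subsets of all X peaks in the 500-EMP list gave a mean of 53.5%, however, so the unshared peaks were less clustered than X peaks at large. X held 1.14% of the covered length with 500 EMPs and 1.40% with 15000 EMPs. The sex of the embryos was not stated in the labels, so these explanations cannot be told apart here. The largest cluster, chosen after its values were seen, held 8 unshared peaks between 94877986 and 94913829 with no protein-coding gene. Another held 6 between 103319540 and 103433165, a stretch that overlaps the protein-coding genes Cdx4, Chic1, Tsx and Gm26992.

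The 500-EMP peaks lay across gene starts less often than their width alone would give. Of the 4490 peaks within 3 kb of a protein-coding gene start, 302 lay across it (6.73%, 95% Wilson interval 6.03 to 7.496%). Sliding each peak at random within the same limit gave 8.61% on average and at least 7.28% in 1000 draws, so narrow width accounted for much of the low share but not the whole. With 15000 EMPs, 29.1% lay across a start against 21.6% after sliding. Gaps between pieces were tested by joining 500-EMP peaks within 1 kb. The covered share at the start then remained lower than that 1 to 3 kb away, by -2.38 percentage points (95% interval of resampled genes -4.23 to -0.623). After joining within 3 kb, 48.4% was covered at the start and 35.3% away from it, which is the opposite order.

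GC content is a candidate explanation for this dip. Windows at the start had a mean GC content of 64.8%, and windows 1 to 3 kb away 48.5%. Windows of like GC content 1 to 3 kb away gave an expected coverage of 15.6% at the start, within the 95% interval of the observed 14.3% (12.98 to 15.8%). With 15000 EMPs the start was covered more than the windows 1 to 3 kb away (51.2% against 43.4%), and the expected value of 53.1% lay just above the 95% interval of the observed one (49.7 to 52.7%). Inside 15000-EMP peaks, 500-EMP coverage was 26.1% in windows of 50 to 55% GC and 12.2% in windows of 65% GC and above. Gene starts alone did not produce this decline, since windows more than 1 kb from any protein-coding gene start were covered to 26.4% and 16.0% at these GC contents. The data are thus consistent with a loss of GC-rich sequence in the 500-EMP library. Lower H3K27me3 or fewer nucleosomes within GC-rich stretches remain open, since they would act in the same windows.

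The GC content of whole peaks, taken in classes, did not account for the 15000-EMP peaks that were missed. Within the class of the widest 15000-EMP peaks, recovery was 82.4% in the class of lowest GC content (95% Wilson interval 79.9 to 84.7%) and 81.0% in that of highest GC content (95% interval 78.4 to 83.4%), a difference of -1.36 percentage points. Over all peaks, recovery in the class of lowest GC content was 20.6%, and 20.9% was expected from the widths of these peaks. The class of highest GC content began at 54.1% among the widest peaks and at 53.3% over all peaks. Coverage inside peaks fell most at 65% GC and above, so a loss of the most GC-rich peaks was not excluded. No biological explanation was tested for the missed peaks, since cell number, threshold and sequencing differed together between the libraries.

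The distance column bears on how a potential target is defined. Among rows with a peak downstream of a gene, the distance equalled that to the 3′ end in 98.5% of rows with 500 EMPs and never that to the TSS, so a limit of 3 kb also took in peaks near the ends of genes. By the distance column, 73 genes with 500 EMPs and 137 genes with 15000 EMPs entered although none of the peaks annotated to them within the limit lay within 3 kb of their GENCODE TSS. Of these, 64 and 122 had no peak of the library within 3 kb of the TSS, and the others had one that the tables did not count for that gene within the limit.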
